A study of Mus musculus with 12 samples. Its data were reported in "Redox regulation of m6A methyltransferase METTL3 in β-cells controls the innate immune response in Type 1 Diabetes" (2024).

How the data were processed

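RNA was measured by sequencing in β-cells and non-β-cells sorted by autofluorescence from islets of female NOD mice, a strain that develops autoimmune diabetes, at 4 and 8 weeks of age. The study's methods state that CD45-positive cells were removed in the sort. The 12 samples form 4 groups of 3 replicates, defined by cell fraction and age as the sample labels give them. The study describes the replicates as pools of mice, which the labels do not state. Libraries were made with a low-input, strand-specific total RNA kit.

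Per the study's methods, the authors trimmed and quality-filtered single-end reads with fastp, assigned them to mouse transcripts of Ensembl release 98 (genome build GRCm38) with kallisto, and summed the transcripts to genes with tximport. The authors deposited estimated counts per gene, neither scaled between samples nor filtered. From 14% to 19.3% of a sample's values, zeros included, were not whole numbers. The software versions are not stated. Counts from kallisto can be divided among near-identical genes, so values of the Oas1, H2-Q, Ins1 and Ins2, and Hspa1a and Hspa1b genes are uncertain in how they fall between copies. Antisense overlaps are separated only as far as the stranded protocol was used in the counting, which is not stated. The NOD strain also carries H2 variants that the reference transcripts lack.

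The table held 52962 gene identifiers, of which 51916 were paired with a symbol in GENCODE M21. That annotation corresponds to Ensembl release 96 on the same build, GRCm38, and all coordinates come from it, counted from 1. Estimated counts were rounded to whole numbers. Genes with a CPM (counts scaled to a common library size) above 1 in at least 3 of the 12 samples were kept, which left 15598 genes. Libraries were scaled by the trimmed mean of M-values (TMM) in edgeR 4.0.16. Differences were tested with limma-voom (limma 3.58.1, R 4.3.3) in a single model of all 12 samples with a mean for each of the 4 groups and no covariates, following the filter, scaling and test in the study's methods. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all tested genes, with 0.05 as the threshold. CPM values in the text are TMM-scaled, and log2 CPM used a prior count of 2. The comparisons were 8 against 4 weeks within each fraction, β against non-β at each age, and the age by cell type interaction, which is the age change in β-cells minus that in non-β-cells.

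Gene sets were tested with rotation tests (roast in limma, mean statistic, 9999 rotations, seed 1, two-sided), whose smallest possible p-value is 1e-04, and with camera (inter-gene correlation 0.01) as an alternative. The lists of m6A genes, interferon-stimulated genes, Oas genes, MHC class I presentation genes, immune genes of the study's heat map, islet hormones and identity genes, and cell-type markers were written before the data were examined, as were the comparisons, the tests, the alternatives not marked otherwise and the rule for naming genes. Lists of alpha-cell, immediate early, heat shock, sterol synthesis, amino-acid stress and nuclear-retained RNAs were chosen after the data had been seen.

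Beyond the listed genes, the text names the 5 genes with the largest rise and the 5 with the largest fall in each age comparison, and the 3 largest in each direction in the other comparisons. They had to have an adjusted p under 0.05, a mean log2 CPM of at least 3, a gene symbol, and no overlap between the groups compared. For the interaction, the last condition was read as no overlap between ages in the differences of same-numbered β and non-β samples, a reading chosen after the data had been seen.

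The digit in each sample's description label numbers the replicates from 1 to 3 in every group. Whether equal numbers mark a shared islet preparation is not stated, so pairing was checked by correlating, across genes, the deviations of same-numbered samples from their group means. Fits with the replicate number as a block, taken within age where β and non-β samples were compared, were run beside the main model.

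Alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0 (its test, and separately its size factors), total counts as the only scaling, no filter on low counts, a filter of at least 10 counts in at least 6 samples, voom with sample quality weights, a model of only the groups compared, removal of islet hormone and mitochondrial genes, the replicate block, thresholds of an adjusted p under 0.10 or a 2-fold change, and leaving out each replicate in turn. Removal of each sample's trend of log2 CPM on transcript length and GC content, that correction together with the block, and omission of both 4-week samples numbered 3 were added after the data had been seen. Length and GC content were available for 98.7% of the tested genes.

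The model was tested on simulated counts drawn from the means and library sizes of the real samples, with 200 of 15225 genes changed. For the β-cell age comparison limma-voom recovered 90% of the changed genes with 5.3% false calls, edgeR 88.5% with 5.9%, and DESeq2 94% with 16.8%. For the interaction limma-voom recovered 66.5% with 0.7% false calls, edgeR 70% with 3.4%, DESeq2 82% with 14.6%, and limma-voom with the replicate block 61.5% with 6.8%. With sample quality weights the recovered and false shares equalled those of limma-voom without them in both comparisons. In the non-β comparison, where nothing had been changed, 0 genes passed the threshold. Among 100 unchanged sets of 15 genes, 7 had a rotation p under 0.05. A set of 15 raised genes had a rotation p of 1e-04, the smallest possible. The simulated counts were drawn independently, with no deviation shared by same-numbered samples, no deviating sample and no correlated genes. They therefore cannot judge how the replicate block, the quality weights or the set tests behave on data with those features.

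Total estimated counts per sample ranged from 13755106 to 27040652. A floor was set at 3 counts of a sample's total, which lay between 0.111 and 0.218 CPM. These floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules. No column of the table was left out. Raw reads, and the study's other assays and its non-diabetic control strain, were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.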

Results

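Transcript levels were measured by RNA sequencing in 12 samples of sorted islet cells from female NOD mice. They comprised β-cells at 4 weeks, β-cells at 8 weeks, non-β-cells at 4 weeks and non-β-cells at 8 weeks, with 3 replicates in each group. In the study's account, 4 weeks is an early and 8 weeks a later stage of immune infiltration of the islets before diabetes. For replicates 1, 2 and 3 in turn, the total estimated counts were 19098282, 24018842 and 22535292 in β-cells at 4 weeks and 21584485, 27040652 and 25269209 in β-cells at 8 weeks. They were 25654264, 20120733 and 20296800 in non-β-cells at 4 weeks, and 22851762, 13755106 and 20445421 in non-β-cells at 8 weeks. Values after ± are SDs over the 3 replicates of a group unless stated to be standard errors (SE), and log2 changes, SEs and adjusted p-values are from limma-voom.

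The first principal component of log2 CPM held 67.7% of the variance and separated β from non-β samples. The second held 13.5% and separated the ages within each fraction. Along the third, with 7.5%, the 4-week samples numbered 3 lay apart from the other 4-week samples in both fractions, at 31.7 for β-cells against -9.2 and -14.8, and at 13 for non-β-cells against -16.7 and -25.5. Every pair of replicates differed by more than counting noise, with a chi-square per degree of freedom between 8.09 and 96.8. The highest value was for β-cell replicates 2 and 3 at 4 weeks.

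**Figure D1:**
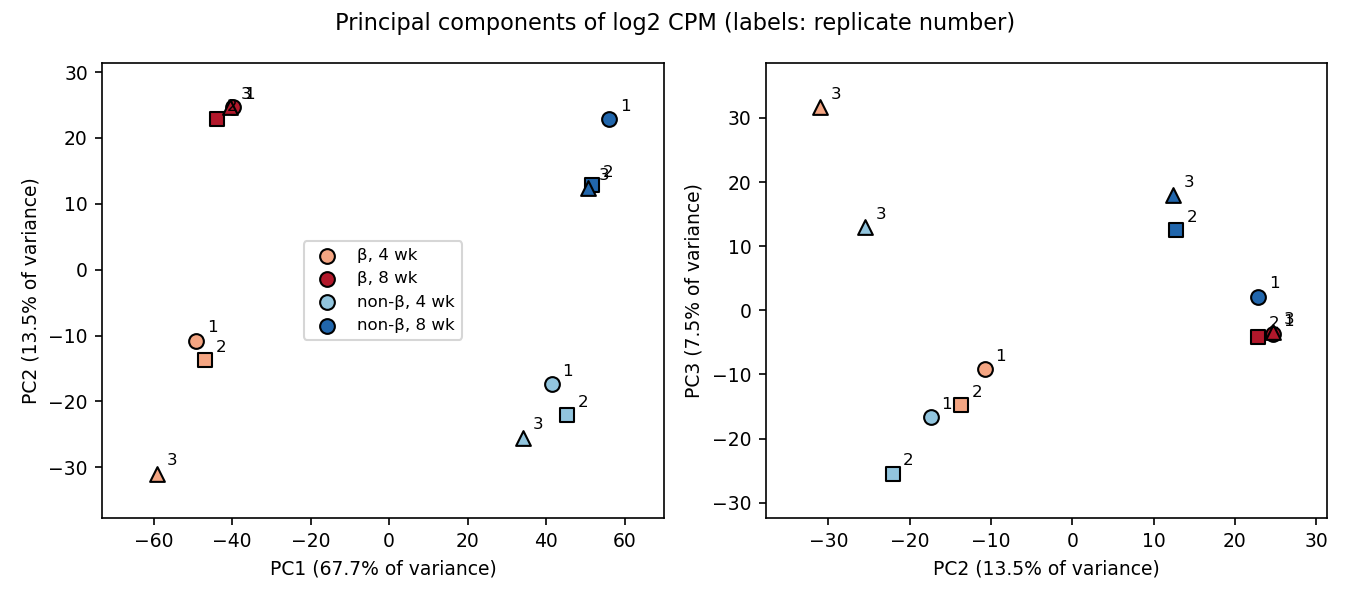
Principal component scores of log2 CPM for the 12 samples, PC1 against PC2 (left) and PC2 against PC3 (right), with colours for the 4 groups and symbols and digits for the replicate number. PC1 (67.7% of variance) separates the fractions, PC2 (13.5%) the ages, and on PC3 (7.5%) the 4-week samples numbered 3 lie above the other 4-week samples.

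The comparison of β with non-β samples shows what the sort enriched. At 4 weeks 7570 genes differed between the fractions (3878 higher and 3692 lower in β-cells), and at 8 weeks 7679 (3688 higher and 3991 lower). Of these, 5385 differed in the same direction at both ages and 105 in opposite directions. The requirement of a 2-fold difference moved the counts most, to 3464 and 3742. Same-numbered β and non-β samples deviated together at 4 weeks (mean correlation across genes 0.46, against -0.21 for unequal numbers) and hardly at 8 weeks (0.07 against -0.04). The values for unequal numbers are no separate comparison, because deviations from a group mean cancel within the group. With the replicate number as a block, 9158 genes differed at 4 weeks and 9097 at 8 weeks.

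Insulin and glucagon transcripts followed the sort. Ins2 (ENSMUSG00000000215, chromosome 7, 142678656 to 142743381, GRCm38) had 33000 ± 11100 CPM in β-cells and 568 ± 139 in non-β-cells at 4 weeks, a log2 difference of 5.84 (adjusted p 4.55e-10). At 8 weeks it had 64900 ± 2210 and 1590 ± 159 CPM, a difference of 5.36 (adjusted p 8.95e-10). Gcg (ENSMUSG00000000394, chromosome 2, 62474530 to 62483650) had 6900 ± 1900 CPM in β-cells and 109000 ± 7340 in non-β-cells at 4 weeks, and 1990 ± 526 and 123000 ± 11000 CPM at 8 weeks. Its log2 differences were -4.01 (adjusted p 1.15e-08) and -5.98 (adjusted p 3.39e-10). With the block these 4 differences were 5.84, 5.36, -4.01 and -5.98, with adjusted p-values of 4.22e-13 or lower at 8 weeks and of 2.44e-11 or lower at 4 weeks. The Gcg level in β samples was 6.30% ± 1.29 of that in non-β samples at 4 weeks and 1.64% ± 0.538 at 8 weeks. The Ins2 level in non-β samples was 1.77% ± 0.394 and 2.44% ± 0.196 of that in β samples.

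By the naming rule, Trpm5, Tmem215 and B830017H08Rik had the largest differences toward β-cells at 4 weeks, with log2 differences of 6.28, 6.24 and 5.99 (6.27, 4.87 and 5.96 with the replicate block, where same-numbered samples correlated at 0.46). Col3a1, Nr4a3 and Col4a2 had the largest toward non-β-cells, at -5.68, -5.45 and -5.37 (-5.17, -5.47 and -5.38 with the block). At 8 weeks Ucn3, Trpm5 and Gm17767 stood at 5.73, 5.56 and 5.54, and Vwde, Nr4a3 and Edn3 at -6.46, -6.37 and -6.35. The 8-week values with the block were 5.69, 5.51 and 5.55, and -6.43, -6.17 and -6.26. All had an adjusted p of 0.00149 or lower.

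The study asked whether genes of the m6A writer complex, which methylates adenosines in RNA, fall in β-cells between 4 and 8 weeks. Mettl3 (ENSMUSG00000022160, chromosome 14, 52294841 to 52305128) had 33.0 ± 1.53 CPM in β-cells at 4 weeks and 30.9 ± 1.38 at 8 weeks, a log2 change of -0.10 (SE 0.12, adjusted p 0.626). Mettl14 (ENSMUSG00000028114, chromosome 3, 123368297 to 123386108) fell from 14.3 ± 0.909 to 8.21 ± 0.408 CPM, a log2 change of -0.80 (SE 0.19, adjusted p 0.0115). Its 8-week β-cell replicates ranged from 7.82 to 8.63 CPM, below the range of 13.3 to 15.1 at 4 weeks. Wtap (ENSMUSG00000060475, chromosome 17, 12966796 to 12994169) went from 90.6 ± 15.1 to 69.8 ± 4.12 CPM, a log2 change of -0.36 (SE 0.12) that did not pass the threshold over all genes (adjusted p 0.0513). Adjusted over the m6A list alone, its p was 0.0497. The alternative that moved the Mettl14 change most was removal of the length and GC trend, with -0.90. Of the 13 other tested m6A genes, Igf2bp2 passed the threshold in β-cells, at -0.45 (adjusted p 0.0157). It missed the threshold in 3 of 6 fits with a single replicate left out (adjusted p up to 0.068).

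In non-β-cells none of the 3 writers passed the threshold as a single gene. Mettl3 changed by -0.27 (adjusted p 0.19), Mettl14 by -0.24 (adjusted p 0.46) and Wtap by -0.22 (adjusted p 0.272). Of the other m6A genes, Ythdf2 passed it in non-β-cells, at -0.39 (adjusted p 0.0404, and 0.0854 adjusted over the m6A list alone). Ythdf2 missed it in 5 of 6 fits with a single replicate left out (adjusted p up to 0.138). As a set, the 3 writers fell by a mean log2 change of 0.42 in β-cells (rotation p 0.0012) and 0.24 in non-β-cells (rotation p 0.0086), 3 of 3 lower in each, with an interaction of -0.17 (rotation p 0.244). The age change did not differ detectably between the fractions for Mettl3 (interaction 0.17, adjusted p 0.668), Mettl14 (-0.55, adjusted p 0.29) or Wtap (-0.14, adjusted p 0.726). Same-numbered samples correlated at 0.27 between fractions over both ages and at 0.19 between ages in non-β-cells. With the replicate number as a block the interactions were 0.19 (adjusted p 0.496), -0.56 (adjusted p 0.196) and -0.14 (adjusted p 0.575), and the non-β changes -0.27 (adjusted p 0.158), -0.24 (adjusted p 0.409) and -0.23 (adjusted p 0.218). With the block the set changed by -0.24 in non-β-cells (rotation p 0.0132, up to 0.105 across alternatives), with an interaction of -0.17 (rotation p 0.213, from 0.0237 to 0.651 across alternatives).

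**Figure D2:**
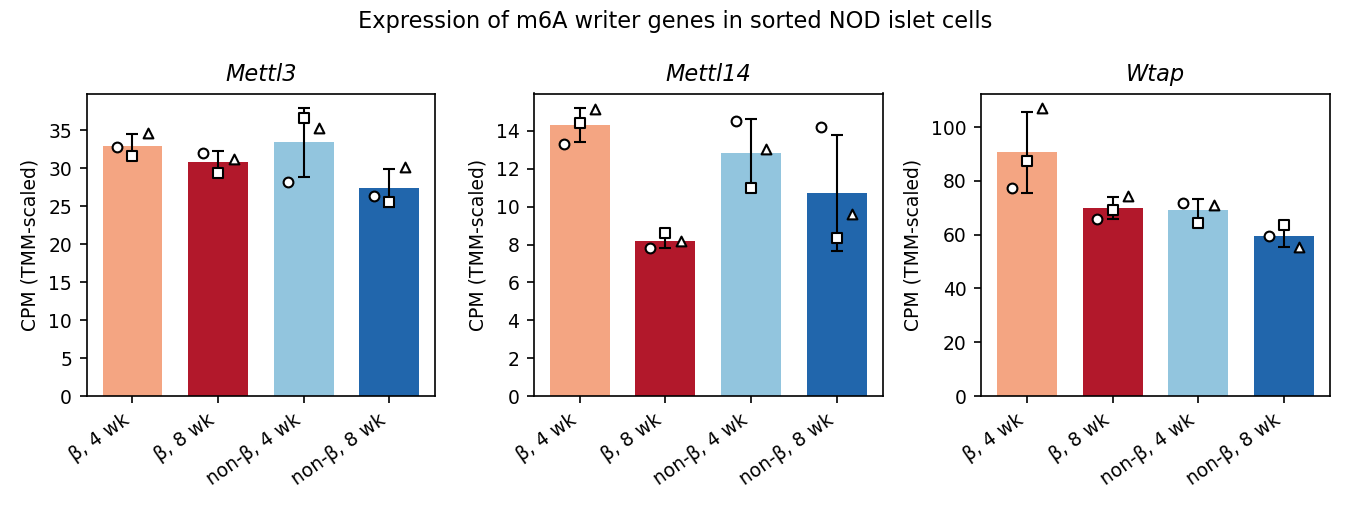
TMM-scaled CPM of Mettl3, Mettl14 and Wtap in the 4 groups, with bars for the mean, error bars for the SD of 3 replicates and points for replicates 1 (circle), 2 (square) and 3 (triangle). Mettl14 in β-cells lies between 13.3 and 15.1 CPM at 4 weeks and between 7.82 and 8.63 at 8 weeks, whereas its non-β replicates overlap between ages.

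Between 4 and 8 weeks 2799 genes changed in β-cells, 1340 of them higher and 1459 lower at 8 weeks. Sample quality weights raised this count most, to 5382, and the requirement of a 2-fold change lowered it most, to 867 (556 higher and 311 lower). Ldha (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627) rose from 3.63 ± 2.33 to 82.6 ± 13.6 CPM, a log2 change of 4.77 (SE 0.55, adjusted p 8.36e-05). Lcn2 (chromosome 2, 32384633 to 32388252), Cfb (chromosome 17, 34856374 to 34862518), Spp1 (chromosome 5, 104435118 to 104441050) and Fgb (chromosome 3, 83040141 to 83049863) rose by 4.43, 4.22, 3.29 and 3.22. The intervals of Cfb and Spp1 overlap the annotated genes Gm20547 and Gm42793, and how the counts divide within each pair is not known. Ptpn14 (ENSMUSG00000026604, chromosome 1, 189728268 to 189876695) fell from 50.1 ± 6.90 to 3.85 ± 1.11 CPM, a log2 change of -3.74 (SE 0.30, adjusted p 4.47e-06). Tnfrsf12a (chromosome 17, 23675445 to 23677468), Anxa10 (chromosome 8, 62057042 to 62123150), Mvd (chromosome 8, 122433601 to 122443422) and Gm13889 (chromosome 2, 93955810 to 93957201) changed by -2.96, -2.90, -2.74 and -2.64. For these 8 genes the adjusted p was 4.95e-05 or lower. The intervals of Ptpn14 and Gm13889 likewise overlap the annotated genes Gm30280 and Gm27027.

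Ins1 in β-cells rose from 8660 ± 3070 to 23800 ± 216 CPM (log2 change 1.51, adjusted p 0.000681) and Ins2 rose by 1.03 (adjusted p 0.00688). Gcg in the β fraction fell by 1.80 (adjusted p 7.36e-05) and Ppy by 1.72 (adjusted p 0.000831). The other 9 alpha-cell markers of a list chosen after the data had been seen fell with Gcg in that fraction, by a mean of 0.94. Mafa rose by 1.16 (adjusted p 1.16e-05), Slc2a2 by 1.16 (adjusted p 3.92e-05), Pax6 by 0.87 (adjusted p 7.01e-05) and Pdx1 by 0.77 (adjusted p 0.000375). All 37 immune genes shown as raised in β-cells in the study were higher at 8 weeks with an adjusted p under 0.05, with log2 changes from 0.30 to 4.69. That list was selected from these same data and is no independent check. In non-β-cells 26 of the 37 were higher by the same test.

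In non-β-cells 2561 genes changed between 4 and 8 weeks, 1813 higher and 748 lower at 8 weeks. Endothelial, mesenchymal and duct markers rose in that fraction by means of 3.19, 2.69 and 1.91. Part of these changes may therefore reflect a changed mixture of cells. Same-numbered non-β samples of the 2 ages correlated at 0.19, and with the replicate number as a block 3057 genes changed. Lcn2 rose from 3.51 ± 1.51 to 150 ± 22.4 CPM, a log2 change of 5.54 (SE 0.33, adjusted p 4.20e-07, and 5.45 with the block). Cfb, C3 (chromosome 17, 57203970 to 57228136) and Hspa1b (chromosome 17, 34956436 to 34959238) rose by 4.57, 4.54 and 4.05 (4.49, 4.58 and 4.02 with the block). Hspa1b has a near-identical copy, Hspa1a. Cpa1 (chromosome 6, 30639218 to 30645363) rose by 4.47 (SE 1.36, adjusted p 0.0392, and 0.000776 with the block), from 2.66 ± 2.86 to 41.2 ± 39.2 CPM. Angptl6 (chromosome 9, 20873808 to 20879727), Trib3 (chromosome 2, 152337422 to 152344032), Slc6a9 (chromosome 4, 117834506 to 117875198), Aldh1l2 (chromosome 10, 83487450 to 83534140) and Gm34759 (chromosome 15, 12068248 to 12085197) changed by -3.02, -2.51, -2.25, -2.22 and -2.19 (-3.02, -2.52, -2.25, -2.22 and -2.20 with the block). Among hormones, Ins1 rose by 1.89 (adjusted p 5.14e-05), Ins2 by 1.51 (adjusted p 0.000222) and Sst by 0.88 (adjusted p 0.0466), while Gcg changed by 0.18 (adjusted p 0.646). With the block these changes were 1.88, 1.51, 0.88 and 0.18.

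Of all tested genes, 873 changed with age in both fractions, 464 higher in both, 298 lower in both and 111 in opposite directions. Across genes, which are not independent replicates, the age changes of the fractions had a Pearson r of 0.39 and a Spearman rho of 0.39.

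Innate immune genes were compared because the study relates them to m6A. In β-cells the 7 tested Oas genes rose by a mean log2 change of 1.15 (rotation p 7e-04), 35 interferon-stimulated genes by 1.32 (1e-04, the smallest p the rotations can give) and 15 MHC class I presentation genes by 0.76 (2e-04). In non-β-cells the means were 2.11 (3e-04), 1.54 (1e-04) and 1.39 (1e-04). After Benjamini-Hochberg adjustment over these 6 tests the p-values lay between 2e-04 and 7e-04. In β-cells 7 of 7, 33 of 35 and 14 of 15 members were higher at 8 weeks, and in non-β-cells 6 of 7, 33 of 35 and 15 of 15. Keeping all genes without a filter on low counts moved a set most, the Oas genes in β-cells, to 0.29. That value is a mean over all 12 listed Oas genes, including those otherwise too low to be tested. With the replicate number as a block (same-numbered non-β samples of the 2 ages correlated at 0.19), the non-β means were 1.95, 1.49 and 1.38.

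Among single genes of these lists, Oas2 rose by 3.09 in β-cells (adjusted p 0.00887) and 4.02 in non-β-cells (adjusted p 0.00336), and Oasl2 by 1.51 (adjusted p 0.000708) and 4.22 (adjusted p 0.000449). Oas2 had 0.646 ± 0.416 CPM in β-cells at 4 weeks and 4.74 ± 0.436 at 8 weeks. Oasl1 passed the threshold in non-β-cells, at 1.49 (adjusted p 0.00995), and changed by 1.02 in β-cells (adjusted p 0.0982). Oas1a, Oas1b, Oas1c and Oas1g passed it in neither fraction. In β-cells they changed by 0.64, 0.2, 0.49 and 1.11 (adjusted p 0.368, 0.785, 0.27 and 0.208). In non-β-cells they changed by 3.25, 0.34, -0.05 and 1.53 (adjusted p 0.0651, 0.554, 0.932 and 0.157). Oas1d, Oas1e, Oas1f, Oas1h and Oas3 were too low to be tested. Gbp2 rose by 4.15 and 4.49, Irf1 by 0.85 and 2.57, H2-K1 by 0.55 and 1.63, and H2-Q7 by 1.77 and 3.19 in β-cells and non-β-cells. With the replicate block across ages (correlation 0.19), the non-β changes of Oas2, Oasl2, Gbp2, Irf1, H2-K1 and H2-Q7 were 3.99, 4.22, 4.34, 2.57, 1.63 and 3.19. Mx2 fell by 1.27 in β-cells (adjusted p 0.0144) and rose by 1.63 in non-β-cells (adjusted p 0.00346). Of the 35 interferon-stimulated genes, 21 passed the threshold as higher in β-cells and 1 as lower. The largest rises there, of Zbp1, Gbp3, Isg15 and Ifi44 (5.38, 5.27, 4.86 and 4.77), began from 0.27 CPM or less. The set's mean in β-cells thus rests in part on low counts. Ifit1, Ifit2, Ifit3, Ifit3b and Rsad2 did not pass in β-cells (adjusted p 0.198 or higher).

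**Figure D3:**
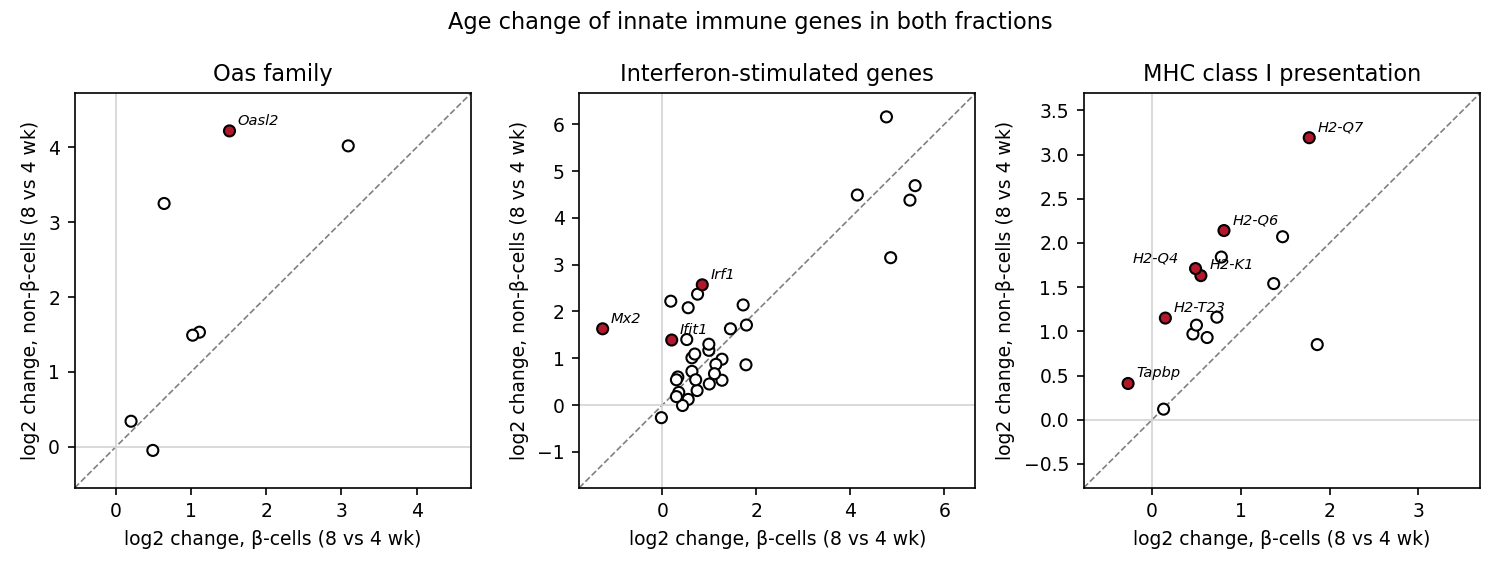
Log2 change from 4 to 8 weeks in β-cells (x axis) against non-β-cells (y axis) for the tested Oas, interferon-stimulated and MHC class I presentation genes, with filled points for genes whose age by cell type interaction had an adjusted p under 0.05 and a dashed line of equal change. The MHC class I genes lie mostly above the line, with means of 0.76 in β-cells and 1.39 in non-β-cells.

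The interaction tests whether an age change differs between β-cells and non-β-cells, which a change past the threshold in a single fraction does not show. It passed the threshold for 800 genes, 280 with a more positive change in β-cells and 520 with a more positive change in non-β-cells. The rise of endothelial and mesenchymal markers in the non-β fraction, given above, means that a changed mixture of cells may add to these counts. Of the 1926 genes that passed the threshold only in β-cells, 340 had an interaction past it, and of the 1688 that passed only in non-β-cells, 250. Voom with sample quality weights moved the count most, to 2384 genes. With the replicate number as a block within age, 2042 genes passed, where same-numbered β and non-β samples correlated at 0.46 at 4 weeks and 0.07 at 8 weeks. The largest positive interactions under the naming rule were those of Gm34759 (3.69), Hist1h1d (3.20, chromosome 13, 23553262 to 23560686) and Angptl6 (2.87). The largest negative ones were those of Hspa1b (-5.01), Col5a3 (-4.47, chromosome 9, 20770050 to 20815067) and Hspa1a (-4.28, chromosome 17, 34969190 to 34972156). With the block these were 3.71, 3.20, 2.82, -4.95, -4.41 and -4.26.

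As a set, the MHC class I presentation genes rose less in β-cells than in non-β-cells, by a mean log2 difference of -0.63 (rotation p 4e-04, 0.0012 after adjustment over the 3 sets, 13 of 15 members in that direction). For the Oas genes the difference was -0.96 (rotation p 0.0567, adjusted 0.085) and for the interferon-stimulated genes -0.22 (rotation p 0.519, adjusted 0.519), neither past the threshold in the model without a block. With the replicate number as a block the MHC class I difference was -0.63, the Oas difference -0.66 (rotation p 0.0484, from 0.0041 to 0.161 across alternatives) and the interferon-stimulated difference -0.10 (rotation p 0.456, from 0.136 to 0.745), where same-numbered samples of both ages correlated at 0.27 between fractions. Ptprc, which encodes CD45, had a mean of 0.0132 CPM in β-cells and 0.454 CPM in non-β-cells at 4 weeks, and 0 and 0.0433 CPM at 8 weeks. Of 18 leukocyte markers, Cd79a alone was high enough to be tested.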

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

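All results in this part were singled out because the age change differed between β-cells and non-β-cells in a test of that difference. The tests of endothelial, mesenchymal and leukocyte cells, of alpha-cell markers, of immediate early genes and of the summed Hspa1 copies were chosen only after the results they address had been seen. The same holds for the lists of heat shock and sterol synthesis genes, which were first tested with all members and then again without the members whose values had already been seen. What the tests of RNA exchange, scaling, length and GC content, and the 4-week samples numbered 3 would show was written down before their values were seen.

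The interaction passed the threshold for 800 genes. The ages of the 6 same-numbered pairs of β and non-β samples can be divided in 10 ways, and 1 of the 10 splits, the real one, gave as many genes. The other 9 gave 0 genes at the adjusted threshold and between 111 and 270 at an unadjusted p under 0.05, against 2989 in the real split. With 10 splits the share cannot fall below 0.1, so the test cannot reach 0.05. The 9 other splits mix the ages within a group, so a real age difference widens their spread and lowers their counts. Their low counts are therefore no measure of chance. Differences of single genes over the 6 pairs did not overlap between ages for 5062 of the 15598 tested genes (32.5%), where chance gives 10%. Dates of collection and library preparation are not given in the labels, so a difference in handling between ages that acted on a single fraction cannot be told apart from age. Disease progression cannot be told apart from age either, because no strain without diabetes was analysed here. A changed mixture of cells is a further limit, since endothelial and mesenchymal markers rose in the non-β fraction by means of 3.19 and 2.69.

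Gcg had an interaction of -1.97 (adjusted p 0.00173, between 1.57e-09 and 0.00175 across the alternatives that keep all samples or drop both 4-week samples numbered 3). It fell in the β fraction with no detectable change in the non-β fraction (0.18, adjusted p 0.646). A candidate explanation is that the 8-week β fraction held fewer alpha cells or less of their RNA. The other 9 alpha-cell markers fell in the β fraction by a mean log2 change of -0.94 (rotation p 5e-04), which is what that explanation predicts. With Gcg included, the 10 markers also changed by -0.20 in the non-β fraction (rotation p 0.0235, 7 of 10 lower). Their interaction was -0.83 (rotation p 0.0037), so a small part of their fall may be shared by both fractions. The Gcg result cannot be told apart from a change in the purity of the sort.

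The MHC class I presentation genes had a mean interaction of -0.63 (rotation p 4e-04), and among them H2-K1 had -1.08, H2-Q4 -1.22 and H2-Q7 -1.42 (adjusted p 0.00608, 6e-04 and 0.0211, the last above the threshold in 3 of 12 fits with a single replicate left out, up to 0.0638). The set value was -0.64 after the exchange of RNA between fractions, estimated from Gcg and Ins2, was taken out. Under the scaling that brought it nearest 0 it was -0.62. It was -0.62 as well after removal of length and GC trends and -0.62 without both 4-week samples numbered 3, with a rotation p of 1e-04 in both, the smallest the rotations can give. Residual leukocytes had little support, as Ptprc had a mean of 0.0433 CPM in the 8-week non-β samples. Endothelial and mesenchymal markers rose in the non-β fraction by means of 3.19 and 2.69, so such cells could have contributed. The 8-week non-β samples with the most and the least endothelial marker signal differed 2.41-fold in that signal, and the rise of the MHC set over 4 weeks differed 1.01-fold between them. For mesenchymal markers the folds were 1.42 and 0.938. These 3 samples are too few to exclude a contribution, so a smaller rise in β-cells than in the other endocrine cells cannot be told apart from a changed mixture of cells. How reads of H2 genes map in a strain that differs from the reference was not tested.

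Of the interferon-related genes, Oasl2 had an interaction of -2.71 (adjusted p 0.036), Irf1 -1.73 (adjusted p 2.99e-05), Mx2 -2.90 (adjusted p 0.00242) and Ifit1 -1.19 (adjusted p 0.0293). All 4 were more positive in non-β-cells, whereas the interferon-stimulated genes as a set showed no detectable difference (-0.22, rotation p 0.519). Across the alternatives that did not leave out a single replicate the adjusted p ranged from 1.96e-07 to 0.0788 for Oasl2, from 8.35e-30 to 3.35e-05 for Irf1, from 8.41e-08 to 0.00406 for Mx2 and from 0.00481 to 0.0434 for Ifit1. Of those alternatives, Oasl2 failed the threshold without both 4-week samples numbered 3 (-2.72, adjusted p 0.0788). With a single replicate left out, Oasl2 failed the threshold in 9 of 12 fits (adjusted p up to 0.124) and Ifit1 in 7 of 12 (up to 0.0831), so neither call is stable, while the adjusted p stayed at 0.000232 or lower for Irf1 and 0.00955 or lower for Mx2. No separate test of cell mixture was made for these genes, and the rise of stromal markers applies to them as it does to the MHC genes.

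Among the identity genes, Nkx6-1 had an interaction of 1.21 (adjusted p 0.000679), Pdx1 0.82 (adjusted p 0.0118) and Pax6 0.82 (adjusted p 0.00378). Pdx1 and Pax6 rose in β-cells, by 0.77 and 0.87, and Nkx6-1 fell in non-β-cells by 1.03. Across the alternatives with all replicates, or without both 4-week samples numbered 3, these interactions ranged from 1.18 to 1.26, from 0.76 to 0.86 and from 0.77 to 0.83. In the non-β fraction the delta-cell hormone Sst rose by 0.88 (adjusted p 0.0466, up to 0.163 with a single replicate left out). Hhex changed by 0.07 (adjusted p 0.792). Neither gene fell, which goes against a smaller share of delta cells at 8 weeks. No other cause was tested.

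Hspa1b had an interaction of -5.01 (adjusted p 1.07e-05) and Hspa1a -4.28 (adjusted p 2.55e-06). The 12 other heat shock genes had a mean interaction of -1.56 (rotation p 1e-04, the smallest possible, 12 of 12 members in that direction), falling by 0.88 in β-cells and rising by 0.69 in non-β-cells. Division of reads between the near-identical Hspa1 copies does not account for the rise, since their summed CPM rose by a log2 value of 4.00 in non-β-cells. Stress during dispersal and sorting that also induces immediate early genes would raise those genes with age. Their mean change in non-β-cells was 0.15 (rotation p 0.573), although they were already far higher in non-β-cells at both ages. In β-cells, where the heat shock genes fell, they rose by a mean of 0.21 (rotation p 0.0083, 10 of 15 members higher). The heat shock set fell in β-cells and rose in non-β-cells, so handling that acted alike on both fractions of a preparation does not account for it. Handling that acted on a single fraction was not tested.

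The 17 sterol synthesis genes had a mean interaction of -0.94 (rotation p 1e-04, the smallest possible, 17 of 17 members in that direction), having fallen by 1.27 in β-cells and by 0.33 in non-β-cells. In β-cells the mean change was -1.27 after removal of length and GC trends and -1.25 without both 4-week samples numbered 3, with a rotation p of 1e-04 in both. The list was drawn up because Mvd had been seen to fall, so a stronger decline of sterol synthesis transcripts in β-cells may be real but remains a hypothesis, and a difference in handling between ages that acted on a single fraction was not excluded.

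The remaining genes were Gm34759 at 3.69, Hist1h1d at 3.20, Angptl6 at 2.87 and Col5a3 at -4.47 (adjusted p 0.000884, 3.29e-05, 0.000102 and 6.55e-05). Gm34759 went from 8.15 ± 1.49 to 23 ± 0.556 CPM in β-cells and from 10.2 ± 3.8 to 2.22 ± 0.565 in non-β-cells. Col5a3 went from 27.7 ± 3.24 to 7.31 ± 0.525 CPM in β-cells and from 19.8 ± 10.7 to 107 ± 19.4 in non-β-cells. The rise of endothelial and mesenchymal markers in the non-β fraction applies to its rise there as it does to the MHC genes. No explanation was tested for these 4 genes beyond the alternatives, which include removal of length and GC trends and omission of both 4-week samples numbered 3. Their interactions passed the threshold in every alternative, with adjusted p-values up to 0.00134, 0.000588, 0.00019 and 0.000192 outside the fits that left out a single replicate, and up to 0.00565, 0.000281, 0.000583 and 0.000621 within those fits.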

How the results depend on the processing

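The length and GC correction, its combination with the replicate block, and the omission of both 4-week samples numbered 3 were chosen only after the results had been seen, as was testing under the alternatives the interactions of gene sets, the m6A writers as a set, and the heat shock and sterol synthesis sets.

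Requiring a 2-fold change left 867 genes for age in β-cells, 1389 for age in non-β-cells, 3464 and 3742 for β against non-β at 4 and 8 weeks, and 469 for the interaction. An adjusted p under 0.10 gave 1246 interaction genes. Sample quality weights gave 5382 genes for age in β-cells and 2384 for the interaction, of which 2796 and 797 were among the 2799 and 800 genes of the main model. For the interaction DESeq2 gave 1565 genes, the replicate block 2042, the block with length and GC trends removed 2364, and omission of both 4-week samples numbered 3 gave 1468. They shared 797, 796, 797 and 757 of the 800 genes. On simulated data with interactions, DESeq2 made 14.6% false calls, the block 6.8% and the main model 0.7%. The simulated samples held no deviation shared by same-numbered samples, so these rates do not rank the fits on the real data. Leaving out a single replicate gave from 1695 to 2491 genes for age in β-cells and from 455 to 979 for the interaction. The causes of these shifts were not tested. For age in β-cells the block gave 3294 genes, where same-numbered samples of the 2 ages correlated at 0.06. Scaling by DESeq2 size factors or total counts moved the median change of all genes by less than 0.1 in every comparison. It moved the share of higher genes by less than 10 percentage points.

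The change of Wtap in β-cells, -0.36 with an adjusted p of 0.0513, lies at the threshold. It passed with edgeR (-0.38, adjusted p 0.0496), DESeq2 (-0.38, 0.0204), DESeq2 size factors (-0.37, 0.0481), total counts (-0.40, 0.0246), the filter of at least 10 counts (-0.37, 0.0496), quality weights (-0.23, 0.0343), removal of hormone and mitochondrial genes (-0.37, 0.0473), the replicate block (-0.37, 0.042), removal of length and GC trends (-0.36, 0.0144) and both together (-0.36, 0.0165). Across all alternatives that leave out no single replicate its adjusted p ranged from 0.0144 to 0.101, and leaving out a single replicate gave from -0.49 to -0.24 (0.0253 to 0.152). The cause was not tested.

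Mettl14 in β-cells ranged from -0.90 to -0.74 (adjusted p 0.000791 to 0.0224, and up to 0.0432 with a single replicate left out). Mettl3 ranged from -0.13 to -0.06 (0.462 to 0.763), and from -0.15 to -0.06 (0.507 to 0.836) with a single replicate left out. The interactions of Mettl3, Mettl14 and Wtap had adjusted p-values down to 0.382, 0.0965 and 0.271 over all fits, the first with a single replicate left out. In non-β-cells Mettl14 passed with quality weights (-0.51, adjusted p 0.0456, up to 0.555 in the other fits with no single replicate left out and 0.805 where a single replicate was left out) and Mettl3 without 4-week replicate 1 (-0.42, adjusted p 0.045, up to 0.404 in such fits). The age changes of the Oas, interferon-stimulated and MHC class I sets kept their direction and stayed past the threshold in both fractions under the alternatives run. The Oas set in β-cells ranged from 0.29, without a filter on low counts, to 1.16. With a single replicate left out it ranged from 1.01 to 1.26. Without a filter the Oas set held all 12 listed genes rather than the 7 tested ones, here and for its interaction. Its interaction, -0.96 with a rotation p of 0.0567, passed without a filter (-1.27, 0.0185), with the filter of at least 10 counts (-1.24, 0.0257), with the replicate block (-0.66, 0.0484) and with the block and length and GC correction (-0.68, 0.0337), within a range of p from 0.0185 to 0.161. It went from -1.18 to -0.58 (0.0041 to 0.138) with a single replicate left out, so whether Oas genes rose less in β-cells depends on these choices. The writer set's interaction passed after removal of length and GC trends, without and with the block (-0.24 in both), out of a range of p from 0.0237 to 0.651, and its non-β change did not pass with camera (-0.24, 0.105). From 32 to 37 of the 37 heat-map genes passed in β-cells, and from 26 to 32 with a single replicate left out. The following tally leaves out the counts of genes, Mettl3, Mettl14 and Wtap in β-cells and their interactions, and the age changes of the Oas, interferon-stimulated and MHC class I sets. Among the 103 other results for single genes and sets, the fits leaving out a single replicate gave 714 values on the same side of the threshold, 39 weaker and 3 stronger, and the other alternatives 1274, 7 and 7, with 0 reversed in direction. The single genes that lost the threshold in the latter were Sst with edgeR, Ythdf2 without a filter and in a model of only the groups compared, Cpa1 in that model and without both 4-week samples numbered 3, and Oasl2 (interaction) in the last. Where a single replicate was left out, H2-K1 (4 of 6 fits, adjusted p up to 0.0908), Igf2bp2 (3) and Mx2 (1, 0.0796) lost it in β-cells. In non-β-cells Ythdf2 (5 of 6 fits), Sst (4) and Cpa1 (3, adjusted p up to 0.124) lost it. The remaining losses were the interactions of Oasl2, Ifit1 and H2-Q7 described above. Among the Oas genes, 5 fell below the low-count filter. Whether sequencing depth or low expression was the limit for them was not tested.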

Other observations

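The tests of acinar genes, nuclear-retained RNAs and Ldha were chosen only after the results had been seen, and so were the lists of sterol synthesis, amino-acid stress and nuclear-retained genes. The amino-acid stress list was, like that of sterol synthesis, first tested with all members and then again without those already seen.

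Other splits of the samples were fitted for each comparison. The 6 samples of a comparison make 10 splits, of which 4 part all 3 same-numbered pairs as the real split does, and the other 6 part a single pair. Of these 4 splits, 1 (the real one) gave at least as many genes for age in β-cells, for age in non-β-cells, for β against non-β at 4 weeks and at 8 weeks, and for the 37 heat-map genes in β-cells. All other splits, including those parting fewer pairs, gave 0 genes. At an unadjusted p under 0.05 they gave from 225 to 720 genes for age in β-cells against 4826 in the real split, from 301 to 1992 against 4430 for age in non-β-cells, from 137 to 2445 against 8667 at 4 weeks and from 77 to 296 against 8629 at 8 weeks. So few splits cannot give a share under 0.05. The other splits mix the groups compared, so a real difference widens their spread and lowers their counts. Those counts are therefore no measure of chance. The groups did not overlap for 6287 genes (40.3%) for age in β-cells, 5111 (32.8%) for age in non-β-cells, 8288 (53.1%) at 4 weeks and 10118 (64.9%) at 8 weeks, where chance gives 10%.

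The fall of Mettl14 in β-cells was tested against 2 technical explanations. It was -0.90 after removal of length and GC trends and -0.78 after the estimated exchange of RNA between fractions was taken out. Neither accounts for the fall. Handling that differed between ages was not testable, so a biological decline with age is a hypothesis, and that it is confined to β-cells was not shown (interaction -0.55, adjusted p 0.29).

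The 4-week samples numbered 3 deviated together in both fractions. Short transcripts were relatively favoured in them, with Spearman correlations across genes between deviation and transcript length of -0.43 in the β sample and -0.37 in the non-β sample. Xist had 122 CPM in that β sample, against 329 and 364 in the other 4-week β samples. Removal of length and GC trends brought those 2 length correlations to 0.03 and 0.02. The correlation between the 2 samples numbered 3 was 0.67 before and 0.63 after it, and the mean over the same-numbered 4-week samples 0.46 and 0.42, so length and GC content explain little of it. Transcript deviations carried by a shared islet preparation may be part of it, which was not tested.

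The 6 nuclear-retained RNAs, among them Xist, Malat1 and Neat1, rose in β-cells by a mean of 1.69 (rotation p 0.0021). The mean was 1.55 after removal of length and GC trends (rotation p 4e-04) and 1.40 without both 4-week samples numbered 3 (rotation p 0.0039). Miat, a member of the list, was near 0 CPM in the β samples. Without it the mean was 1.69 in β-cells (rotation p 0.0013, 5 of 5 members higher) and 0.19 in non-β-cells (rotation p 0.796), with an interaction of 1.49 (rotation p 0.0151), which goes against a difference in RNA quality shared by both fractions of a preparation. With the replicate number as a block the last 2 values were 0.19 (rotation p 0.697, where same-numbered samples correlated at 0.19) and 1.49 (rotation p 0.0122, correlation 0.27). The list was chosen for the pattern, so these values show no more than that it persisted, and a difference in RNA quality or nuclear content of the β fraction alone cannot be told apart from age.

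Acinar genes rose with age by a mean of 1.70 in β samples (rotation p 0.023) and 4.11 in non-β samples (rotation p 0.0302). For replicates 1, 2 and 3, the set's mean log2 CPM in non-β samples was 1.03, -1.71 and 2.2 at 4 weeks. At 8 weeks it was 5.35, 3.63 and 3.45. The size of the non-β rise therefore depends on 4-week replicate 2. Exocrine RNA carried over with each preparation is a candidate explanation. Deviations of same-numbered β and non-β samples from their group means had a Pearson r of 0.86 (exact permutation p 0.0833 over 36 permutations within age, smallest possible 0.0278) and a Spearman rho of 0.83 (exact permutation p 0.111). Without the 2 samples farthest from the median r was 0.72. The test does not settle the question.

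The 11 amino-acid stress genes fell in non-β-cells by a mean of 0.62 (rotation p 1e-04, the smallest possible, 9 of 11 members lower) and in β-cells by 0.24. In non-β-cells the mean was -0.59 after removal of length and GC trends and -0.58 without both 4-week samples numbered 3. The interaction was 0.38 (rotation p 0.0011), against an equal change in both fractions. A lower amino-acid stress response at 8 weeks, more so in non-β-cells, may explain the falls of Trib3, Slc6a9 and Aldh1l2, as a hypothesis found and tested on the same data.

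Ldha in β-cells rose by 5.07 once the estimated exchange of RNA between fractions was taken out, against 4.77 in the main model. RNA from non-β-cells therefore does not account for the rise. Whether reads are shared with processed copies of Ldha elsewhere in the genome was not tested, so the rise cannot be told apart from that explanation.

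Immediate early genes had mean log2 differences between β-cells and non-β-cells of -3.61 at 4 weeks and -3.56 at 8 weeks (15 of 15 members at both ages). Proliferation genes fell in β-cells by a mean of 1.38 (rotation p 1e-04, the smallest possible, 14 of 15 members lower), with an interaction of -1.56 (rotation p 1e-04). Duct markers rose in non-β-cells by 1.91 (rotation p 1e-04).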
